# Lactation-Related MicroRNA Expression Profiles of Porcine Breast Milk Exosomes

**DOI:** 10.1371/journal.pone.0043691

**Published:** 2012-08-24

**Authors:** Yiren Gu, Mingzhou Li, Tao Wang, Yan Liang, Zhijun Zhong, Xiaoyan Wang, Qi Zhou, Lei Chen, Qiulei Lang, Zhiping He, Xiaohui Chen, Jianjun Gong, Xiaolian Gao, Xuewei Li, Xuebin Lv

## Abstract

Breast milk is the primary source of nutrition for newborns, and is rich in immunological components. MicroRNAs (miRNAs) are present in various body fluids and are selectively packaged inside the exosomes, a type of membrane vesicles, secreted by most cell types. These exosomal miRNAs could be actively delivered into recipient cells, and could regulate target gene expression and recipient cell function. Here, we analyzed the lactation-related miRNA expression profiles in porcine milk exosomes across the entire lactation period (newborn to 28 days after birth) by a deep sequencing. We found that immune-related miRNAs are present and enriched in breast milk exosomes (*p*<10^−16^, *χ* ^2^ test) and are generally resistant to relatively harsh conditions. Notably, these exosomal miRNAs are present in higher numbers in the colostrums than in mature milk. It was higher in the serum of colostrum-only fed piglets compared with the mature milk-only fed piglets. These immune-related miRNA-loaded exosomes in breast milk may be transferred into the infant body via the digestive tract. These observations are a prelude to in-depth investigations of the essential roles of breast milk in the development of the infant’s immune system.

## Introduction

Breast milk is the milk produced by the mammary glands of a female mammal for the infant offspring, and contains a balance of nutrients that closely matches infant requirements for brain development, growth, and a healthy immune system, which provides a distinct advantage over formula [1], [2]. Compared with mature milk, the initial milk (usually 0 to 3 days after birth) is often referred to as colostrum, and is higher in immunological agents and other compounds that act against viruses, bacteria, and parasites [3]. This helps to protect the newborn until its own immune system can function properly [4].

MicroRNAs (miRNAs), an abundant class of evolutionarily conserved small non-coding RNAs of ∼22 nucleotides (nt) that are derived from 70 nt long stem-loop precursors (pre-miRNAs), are post-transcriptional regulators that bind to complementary sequences on target mRNAs, usually resulting in translational repression in mammals [5], [6]. Emerging evidence suggests that miRNAs have important roles in regulating the development of immune cells and in modulating innate and adaptive immune responses [7]. Extracellular miRNAs in various body fluids (such as amniotic fluid, breast milk, blood, bronchial lavage, malignant ascites fluid, tears, saliva, and urine) have recently been shown to be associated with various pathological conditions [8]. These circulating miRNAs are mainly delivered by exosomes, which are membranous vesicles (30–100 nm in diameter) of endocytic origin that are released by a variety of cell types into the extracellular space [9]. Exosomes appear to play a significant role in cellular communication in the immune system and elsewhere by transferring miRNAs [10], [11], mRNAs [12], and proteins [13] to neighboring cells. Exosomes are present in human breast milk and are packaged with abundant immune-related proteins (such as MHC class II, CD86, and the tetraspanin proteins, CD63 and CD81) [13], as well as miRNAs, have the potential to influence the immune system of the infant [10], [11].

Here, we present the miRNA expression profiles in porcine milk exosomes across six lactigenous stages (0, 3, 7, 14, 21, and 28 days after birth, hereafter referred to as 0d, 3d, 7d, 14d, 21d, and 28d, respectively). We particularly emphasize the differences between the colostrum (initial milk, usually 0 to 3 days after birth) and mature milk (later milk, 7 to 28 days after birth). We found that the colostrum contains more abundant immunomodulatory features (such as exosomal immune-related miRNAs) compared with mature milk, and may have significant effects on the development of the immune system in infants. This study also highlights the use of pigs as a model organism for human breast-feeding medicine and immune diseases research.

## Results

### miRNAs-loaded Exosomes are Present in Breast Milk

Exosomes were isolated from porcine breast milk by ultracentrifugation and were investigated using atomic force microscope (AFM) at the nanometer-scale. Porcine breast milk contains a substantial amount of exosome-like vesicles (Fig. 1A) which had an approximate width of 160 nm and a height of 12 nm (Fig. 1B), and exhibited the similar flattened donut-like structures with the exosomes in human saliva and breast milk [11], [14]. We also found that the milk exosomes contain a considerable number of small RNAs that were below 300 nt in length, but few or no 18S and 28S ribosomal RNA (Fig. 1C), which confirmed the enrichment of miRNAs in exosomes.

**Figure 1:**
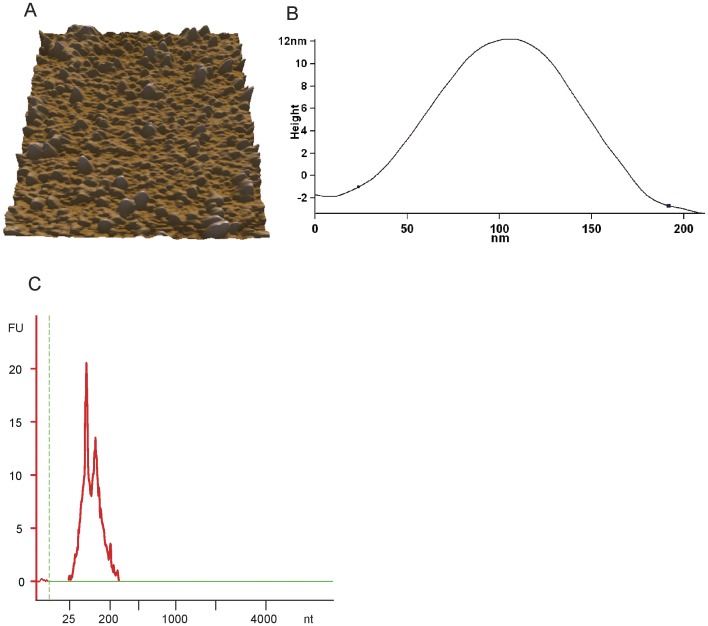
Evidence of miRNA-loaded exosomes in porcine breast milk. (A) 3D AFM image of isolated milk exosomes. (B) The line profile of AFM image for a milk exosome. X- and Y-axes are the width and height of a porcine milk exosome, respectively. (C) RNA from porcine breast milk exosomes was detected using Agilent Bioanalyzer 2100.

### Identification of the Exosomal miRNAs in Breast Milk

Each small RNA library generated ∼22.49 million (M) 36-nt reads, resulting in more than 179.90 M raw reads for eight libraries. 

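Small RNA from porcine milk exosomes, the small vesicles precipitated from defatted and filtered milk, was sequenced in 8 libraries. 3 libraries were made from the milk of single sows at 0 days (0d-1, 0d-2 and 0d-3), and 1 library was made at each of 3, 7, 14, 21 and 28 days from pooled RNA, so that only the 0 day stage has replicates. The deposited values are the number of times each distinct read sequence was seen in a library, with identical reads combined into a single kind and with no normalization. The sequences still carried the 3′ adaptor and included kinds seen once, so that the filters on length and counts that the methods describe had not been applied to them. Whether other filters had been applied was not tested. The 8 libraries held 175797441 reads in total. Colostrum libraries (0 and 3 days) held from 18224844 to 24189635 reads with a median of 20796018, and mature milk libraries (7 to 28 days) held from 14590531 to 28141425 reads with a median of 24529486. The deposited reads were 40 nt long in 6 libraries and 36 nt long at 7 and 21 days. Each read was cut at the first exact match of the first 8 nt of the adaptor. An insert of 16 to 26 nt remained in 77.0% of the reads of 0d-3 and in 4.41 to 20.3% of the reads of the other 7 libraries. In these 7 libraries, between 33.6 and 43.9% of the reads had no insert, and between 23.7 and 31.5% had an insert of 5 nt. The inserts of 16 to 26 nt without an undetermined base that were seen more than 10 times in a library, the count minimum of the methods, are called kept tags. A kept tag was assigned to 1 of the 13 miRNAs of Table S1 if it began with the first 20 nt of its sequence. No catalogue of pig miRNAs and no genome were used, so that the remaining tags were grouped into units that share their first 18 nt, and tags of other RNA classes were not removed. Shares are therefore given as % of the counts of all kept tags, a larger total than the counts of unique miRNAs used in the paper. Confidence intervals are 95% Wilson intervals and cover counting error only.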

After remove the low quality reads [15], [16], the remain reads were considered as “mappable reads” for each library, corresponding to ∼0.12 M kinds of reads. The higher counts/kinds ratio (22.83) for the mappable reads ensured a higher number of replicates for a bona fide miRNA-derived molecule and reduced the possibility of sequencing errors. Of these mappable reads in the eight libraries, the overwhelming majority are 21∼24 nt in length (91.97±3.18%). 

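The kept tags amounted to 28467867 counts over the 8 libraries, from 699832 at 7 days to 13540884 in 0d-3. They were of 20214 ± 8362 kinds per library (SD, n = 8 libraries). The ratio of counts to kinds was 178 ± 214 (SD, n = 8), with 707 in 0d-3 and from 85.9 to 114 in the other libraries. When the minimum was raised to more than 100 counts, the ratio was 986, and when all tags of 16 to 26 nt were used it was 11.9. Between 34.3 and 75.5% of the counts of the kept tags began with 1 of 4 sequences of 5 nt (CGTGA, AAGCT, TCAAG and GATCT, called leaders here) in 7 libraries, against 0.0673% in 0d-3. The same 4 sequences made up 93.5 to 95.7% of the inserts of exactly 5 nt in these 7 libraries.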

More than half of the reads are 22 nt in length (67.93±4.81%), followed by 23 nt (15.92±2.27%), 24 nt (4.71±1.65%), and 21 nt (3.42±1.77%), which are typical sizes of Dicer-processed products [5], [6] (Fig. S1), confirming the presence of miRNAs in milk exosomes (Fig. 1C).

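Of the counts of the kept tags, 55.2% ± 14.8 (SD, n = 8 libraries) were 21 to 24 nt in length, from 27.5% at 3 days to 79.9% in 0d-3. By the mean over the libraries, the most frequent length was 22 nt with 21.1% ± 4.12, followed by 21 nt with 12.5% ± 10.2, 23 nt with 11.0% ± 3.27 and 24 nt with 10.5% ± 4.58. The shares of 21, 23 and 24 nt lay within 1 SD of each other. At 3 days the most frequent length was 16 nt, with 19.7%. In 0d-3 it was 21 nt, with 37.5%, whereas the other 7 libraries had 8.92% ± 1.23 of 21 nt (SD, n = 7). When the tags that began with a leader were left out, a choice made after seeing the data, 31.0% ± 7.19 of the counts were 22 nt (SD, n = 8). Among the tags of the 13 miRNAs of Table S1 alone, also chosen after seeing the data, 99.3% ± 0.247 were 21 to 24 nt and 73.1% ± 13.5 were 22 nt (SD, n = 8). Since a tag was assigned by the first 20 nt, none of them could be shorter. The share of 22 nt among these tags was 41.0% in 0d-3 and 77.7% ± 3.83 in the other libraries (SD, n = 7).

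**Figure D1:**
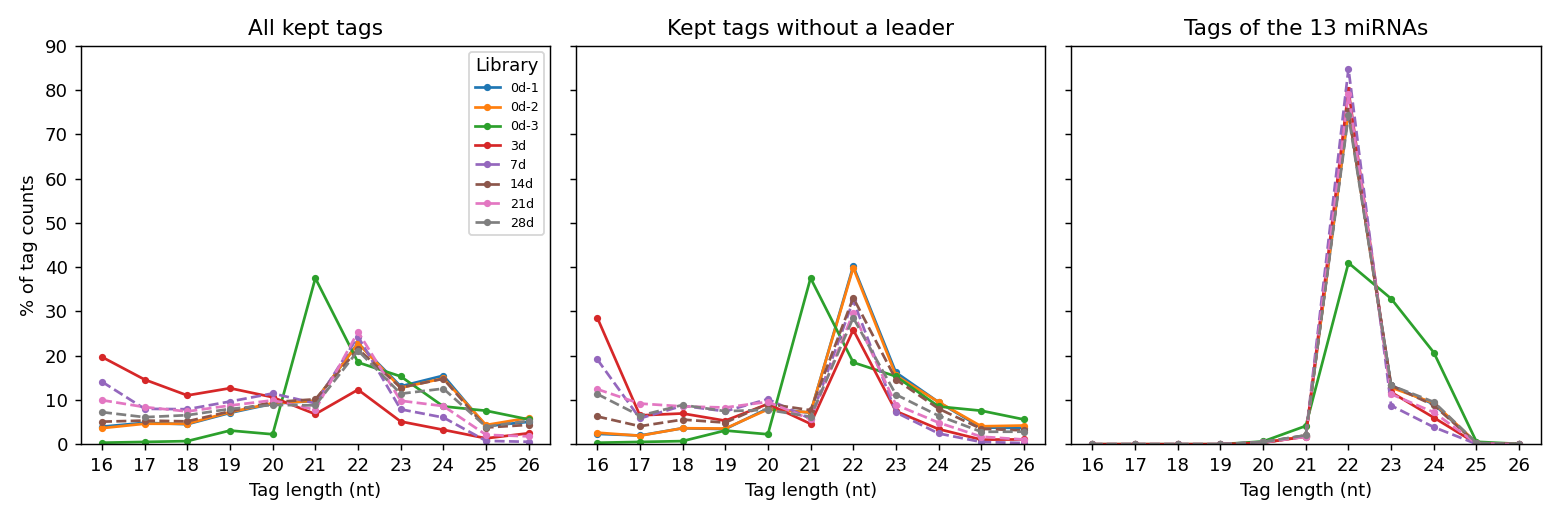
Length of the tags (nt, horizontal axis) against their % of tag counts (vertical axis) in each of the 8 libraries, with solid lines for colostrum and dashed lines for mature milk. The panels show all kept tags, the kept tags without a leader and the tags of the 13 miRNAs of Table S1, where 22 nt is the peak in all 8 libraries, at 41.0% in 0d-3.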

Analysis of the mapped pre-miRNAs indicates that 180 pre-miRNAs were detected in the eight exosomal small RNA libraries (Fig. 2), of which 140 (77.78%) are known porcine pre-miRNAs and 40 are novel porcine pre-miRNAs. These 40 novel porcine pre-miRNAs are not mapped to known porcine pre-miRNAs, but are homologous to human pre-miRNAs and could be mapped to the pig genome. Notably, out of all 228 known porcine pre-miRNAs deposited in miRBase 18.0, 39 pre-miRNAs are pig-specific and not homologous to human pre-miRNAs. Nonetheless, the 180 pre-miRNAs present in pig breast milk exosomes are all conserved between pig and human, which implies a similar miRNA-regulated physiological and pathological mechanism in breast milk between mammals [17]. Predictably, there are distinct pre-miRNAs and genomic loci that express identical mature sequences, which resulted in these 180 pre-miRNAs encoding 237 mature miRNAs, corresponding to 234 unique miRNAs (Fig. 2).

**Figure 2:**
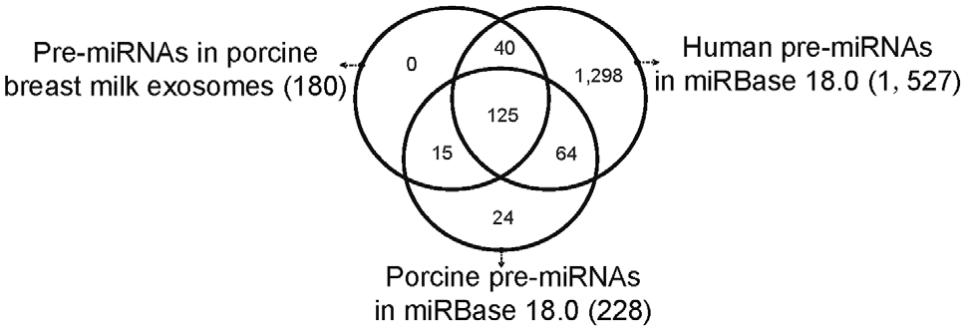
Distribution of shared pre-miRNAs among miRBase (Version 18.0) entries for human (1,527) and pig (228), as well as 180 pre-miRNAs identified in porcine breast milk exosomes. Out of 180 pre-miRNAs in porcine breast milk exosomes, 140 are known porcine pre-miRNAs and 40 are novel porcine pre-miRNAs, which encoding 237 mature miRNAs, corresponding to 234 unique miRNAs.

### Lactation-related miRNA Expression Profiles

Similar to our previous human breast milk report [10], out of 84 immune-related pre-miRNAs that are most relevant to the function of lymphocytes and other immune cells based on the annotation of the Pathway Central database (SABiosciences, MD, USA), 58 (69.05%) are present and enriched in each milk exosomal miRNA library (*p*<10^−16^, *χ* ^2^ test) (Fig. 3A). As shown in Figure 3B, the miRNA expression profiles show an obvious lactation-specific pattern. Two major branches are defined: one representing 0 and 3 days, and one representing 7, 14, 21, and 28 days. This different clustering pattern may correspond to the intrinsically different biochemical and physiological components of porcine colostrum (0 to 3 days after birth) and mature milk (7 to 28 days after birth) [3]. Moreover, the three biological milk replicates at 0 days were highly correlated with each other (average *r* = 0.833), which suggested experimental reliability and further highlighted the low variation in exosomal miRNA profiles in breast milk across different individuals.

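Spearman correlations of the counts were computed between the 8 libraries. Over the 44610 units detected in any library, the mean correlation within milk classes exceeded the mean between them by 0.0195, and 12 of the 35 ways to split the libraries into 4 and 4 gave a difference at least as large (exact test over all splits, one-sided, p = 0.343). Average linkage on these correlations separated 0d-3 from the other 7 libraries. Over the 489 units detected in all 8 libraries, the mean correlation was 0.690 within colostrum, 0.812 within mature milk and 0.621 between them. The within-class excess of 0.130 was the largest of the 35 splits (one-sided exact test, p = 0.0286, the smallest p that 35 splits allow), although 0d-3 still formed a branch alone. Since 3 of the 4 colostrum libraries are of 0 days, the test does not separate likeness within a day from that within a class. The 3 day library correlated with 0d-1 and 0d-2 at 0.789 and 0.793, and the 14 day library at 0.786 and 0.821. When 0d-3 was left out of the comparison over these 489 units, a choice made after seeing the data, average linkage gave 1 branch of 0d-1, 0d-2 and 3 days and 1 branch of 7, 14, 21 and 28 days. Complete linkage gave the same branches. Over the units detected in any library, leaving out 0d-3 gave a branch of 3 days alone and a within-class excess of 0.0805 (one-sided exact test, p = 0.0571). The 2 libraries of 36-nt reads, at 7 and 21 days, are both mature milk. Among the 6 libraries of 40-nt reads, 0d-3 included, over the units detected in any library, the within-class mean was lower than the between-class mean by a difference of -0.20 (one-sided exact test, p = 0.867). Without 0d-3 the difference was -0.0778 (one-sided exact test over 10 splits, p = 0.6). Over the 489 units detected in all 8 libraries, the 40-nt libraries were not tested alone. There, without 0d-3, pairs of the same milk lay from 0.789 to 0.934 and pairs of different milk from 0.621 to 0.821. Of the latter, only 14 days with 0d-2 and with 3 days exceeded 0.789. Pairs of 0d-3 lay from 0.478 to 0.599 with colostrum and at 0.507 and 0.438 with 14 and 28 days.

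**Figure D2:**
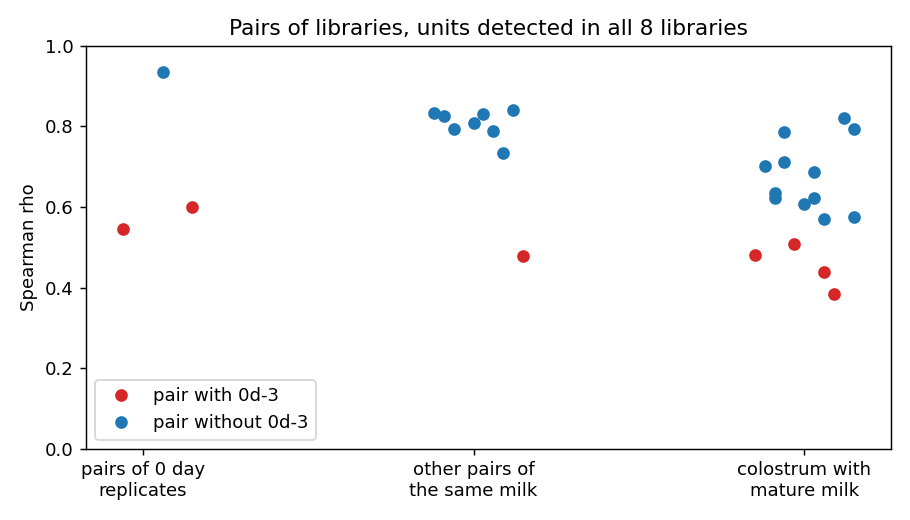
Spearman correlation (vertical axis) of each pair of libraries over the 489 units detected in all 8 libraries, by kind of pair (horizontal axis), with 1 point per pair and pairs with 0d-3 in red. Pairs of the same milk without 0d-3 lie between 0.733 and 0.934, and pairs with 0d-3 lie between 0.385 and 0.599.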

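Units that differed between the 4 colostrum and the 4 mature milk libraries were sought with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment. The single libraries of the stages served as replicates of their milk class, since only 0 days has replicates. Of 16564 units tested, 0 had an adjusted p under 0.05, and 661 had an unadjusted p under 0.05. The lowest adjusted p was 0.0613. When 0d-3 was left out, 336 of 18230 units passed the same threshold, all of them lower in colostrum. When the 3 day library was left out, 79 units passed, of which 77 were lower in colostrum. In the 6 libraries of 40-nt reads, which include 0d-3, 0 of 25329 units passed, and 282 had an unadjusted p under 0.05. Without 0d-3, 155 of 23289 units passed in the libraries of 40-nt reads, all of them lower in colostrum, a comparison chosen after seeing the data. The paper proposes that its clustering pattern may correspond to the different components of colostrum and mature milk.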

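The 3 libraries of 0 days had a mean Spearman correlation of 0.0692 ± 0.582 (SD, n = 3 pairs) over the 44610 units detected in any library. The correlation was 0.741 between 0d-1 and 0d-2, -0.237 between 0d-1 and 0d-3, and -0.296 between 0d-2 and 0d-3. Over the 489 units detected in all 8 libraries, the mean was 0.693 ± 0.210 (SD, n = 3 pairs), with 0.934 between 0d-1 and 0d-2, 0.547 between 0d-1 and 0d-3, and 0.599 between 0d-2 and 0d-3. These correlations are across units, which are not independent replicates. The libraries were counted as 3 samples because the paper describes them as 3 biological replicates. Their files did not hold the same counts, with a chi-square of 42.7 per degree of freedom over the 13 miRNAs of Table S1 between 0d-1 and 0d-2, the closest pair. This chi-square covers counting error only, so that it cannot show whether the libraries came from different sows.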

**Figure 3:**
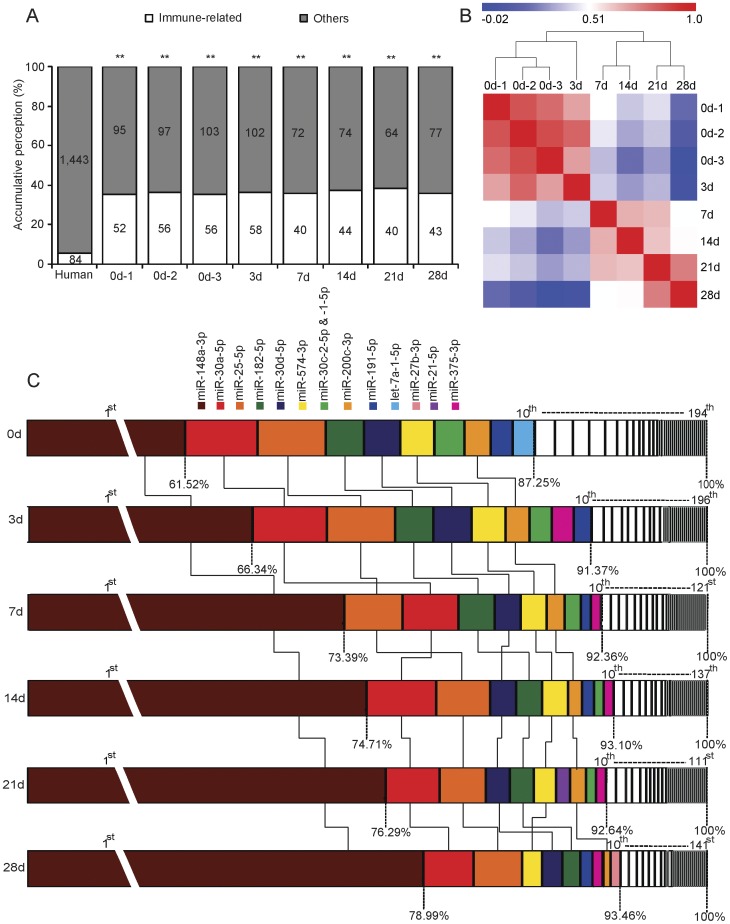
Lactation-related miRNA expression profiles. (A) Distribution of lactation-related pre-miRNAs. Out of 1,527 pre-miRNAs deposited in miRBase 18.0, 84 (5.50%) pre-miRNAs have been designated as immunopathology-related pre-miRNAs, based on annotation in the Pathway Central database (SABiosciences, MD, USA). These immune-related pre-miRNAs are enriched in each milk exosomal miRNA library. *χ* ^2^ test (**p<10^−16^): Numbers of immunopathology-related miRNAs and others detected in milk exosomes compared with the total entries in miRBase 18.0. The three biological replicates at 0 days are denoted by 0d-1, -2 and -3, respectively. (B) Hierarchical clustering and heat map matrix of pairwise Spearman correlations of the counts of 234 unique miRNAs between eight exosomal miRNA libraries. (C) Top 10 unique miRNAs with the highest expression levels in milk exosomal miRNA libraries. Plot of the unique miRNAs versus their % in total counts of all unique miRNAs for each library. The dashed vertical lines represent the accumulative % of the top 10 unique miRNAs in total counts of all unique miRNAs. Seven miRNAs that are present in the top 10 miRNAs in all six libraries are connected by lines.

In the breast milk exosomal miRNA transcriptome, we observed that the majority of abundant miRNAs are from few miRNAs. 

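The 10 largest units accounted for 27.3% of the counts of the kept tags at 0 days (mean of 3 libraries). At the later stages, which have no replicates, the 10 largest units accounted for 15.0% at 3 days, 23.3% at 7 days, 18.0% at 14 days, 26.1% at 21 days and 16.4% at 28 days. The total includes tags outside the miRNAs. When tags with a leader were left out, a choice made after seeing the data, the share rose to 43.7% at 0 days and lay between 28.0 and 40.8% at the later stages. Without 0d-3, the share at 0 days was 19.1%.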

As shown in Figure 3C, the top 10 unique miRNAs with the highest expression level account for more than 87.25%, by total counts, of all the 234 unique miRNAs. The unified set of top 10 unique miRNAs over six lactigenous stages corresponds to 13 kinds of unique miRNAs. Among these 13 types of miRNA, seven miRNAs (miR-148a-3p, miR-182-5p, miR-200c-3p, miR-25-3p, miR-30a-5p, miR-30d-5p, and miR-574-3p) are present in the top 10 miRNAs in all six libraries, which suggests essential roles in various immune and pathological conditions.

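The units among the 10 largest at any of the 6 stages numbered 33. Of these, 14 began with a leader, and 5 belonged to the 13 miRNAs of Table S1 (miR-148a-3p, miR-191-5p, miR-200c-3p, miR-25-3p and miR-30a-5p). Without the tags that began with a leader, the number was 28, and miR-182-5p joined these 5. With single tags in place of units, 31 tags were among the 10 largest of any stage.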

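Only miR-148a-3p was among the 10 largest units at all 6 stages. When the 3 day library was left out, 3 units were among the 10 largest at every remaining stage. Without the tags that began with a leader, 3 units were present at all 6 stages, 2 of which were miR-148a-3p and miR-30a-5p. miR-30a-5p took 4.71% of the counts of the kept tags in 0d-3 (95% interval 4.70 to 4.73%), where it ranked 3, and 0.539% at 3 days (95% interval 0.528 to 0.550%), where it ranked 16. All 13 miRNAs of Table S1 were detected in all 8 libraries.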

miR-25-3p, an important member of the miR-106b∼25 cluster, resides in an intronic region of the well-characterized oncogene, *MCM7* (minichromosome maintenance protein 7). miR-25-3p targets the potent mediator of inflammation, *KLF4* (Krüppel-like factor 4) [18] and has essential roles in the development of the immune system. miR-30a-5p and -30d-5p, two members of the miR-30-family, are not only involved in mitochondrial fission by suppressing the expression of *p53* (tumor protein 53) and its downstream target *DRP1* (dynamin-related protein 1), but also promote cellular invasion and immunosuppression by directly targeting *GALNT7* (GalNAc transferase 7), resulting in increased synthesis of the immunosuppressive cytokine *IL-10* (interleukin-10) [19]. miR-182-5p is induced by *IL-2* (interleukin-2) and promotes T cell-mediated immune responses though post-transcriptionally inhibited *FOXO1* (forkhead box protein O1), a suppressor of proliferation expressed in resting helper T lymphocytes [20]. miR-200c-3p targets *ZEB1* (zinc finger E-box-binding homeobox 1) [21], which has been shown to regulate T-cell differentiation, to repress *IL-2* production, and to regulate the expression of *CD4* (cluster of differentiation 4) [22]. miR-574-3p is a potential biomarker for detecting and differentiating the major subtypes of diffuse large B-cell lymphomas [23].

In particular, and similar to a previous report of human [10] and bovine breast milks [24], miR-148a-3p, as a biomarker of primary effusion lymphoma, takes the top ranking across six lactigenous stages (∼0.15 M) by counts, accounting for ∼71.87% (by counts) of the all unique miRNAs. miR-148a-3p directly targets the cancer-related *TGIF2* (TGFB-induced factor homeobox 2) [25] and drug-metabolizing-related *PXR* (pregnane×receptor) genes [26]. 

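miR-148a-3p was the largest unit in 7 of the 8 libraries. It took 6.76% of the counts of the kept tags in 0d-1 (95% interval 6.73 to 6.79%) and 7.27% in 0d-2 (95% interval 7.25 to 7.30%). In 0d-3 it took 0.0231% (95% interval 0.0223 to 0.0240%) and ranked 212. Its share was 4.23% at 3 days (95% interval 4.20 to 4.26%), 10.9% at 7 days (10.8 to 10.9%), 5.71% at 14 days (5.68 to 5.75%), 12.5% at 21 days (12.5 to 12.6%) and 6.39% at 28 days (6.36 to 6.41%). The mean over the 6 stages was 7.40%, with 4.69% ± 4.05 at 0 days (SD, n = 3). By counts the mean over the 6 stages was 0.126 M, with 3132 counts in 0d-3 and from 73698 to 263566 in the other libraries. As a share of the counts of the 13 miRNAs alone, a total chosen after seeing the data, miR-148a-3p took 64.1% on average over the 6 stages, 0.105% in 0d-3 and from 62.9 to 75.4% in the other libraries. Of the tags assigned to miR-148a-3p, from 98.9 to 99.6% had exactly its Table S1 sequence.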

Although the underlying regulatory mechanism of the most predominant miRNA (miR-148a-3p) packaged into milk exosomes is still unclear, it is intriguing to suggest that miR-148a-3p is a potential biomarker for the quality control of mammalian milk [10], [24].

In addition, other six miRNAs (let-7a-1-5p, miR-30c-2-5p and -1-5p, miR-191-5p, miR-375-3p, miR-21-5p, and miR-27b-3p) in the unified set of top 10 most highly expressed unique miRNAs over six lactigenous stages are related to various immune and pathological responses. let-7a-1-5p modulates inflammation-associated cytokine *IL-6* (interleukin-6)-induced STAT3 (signal transducers and activators of transcription 3) signaling [27]. miR-30c-2-5p and -1-5p are also members of the miR-30-family and are involved in oncogenesis [20] and immunosuppression [19]. miR-191-5p, a well-characterized oncogenesis-related miRNA, is a biomarker of colorectal cancer [28], primary effusion lymphoma [29], and hepatocellular carcinoma [30]. miR-375-3p, as a key regulator of epithelial properties necessary for securing epithelium–immune system crosstalk, is induced by *IL-13* (interleukin 13) and regulates the expression of *TSLP* (thymic stromal lymphopoietin), an epithelium-derived cytokine [31]. miR-21-5p negatively regulates an innate immune receptor, *TLR4* (toll-like receptor 4) by targeting the proinflammatory tumor suppressor, *PDCD4* (programmed cell death protein 4) [32], as well as directly modulating a key cytokine in immune regulation, *IL-12* (interleukin 12). miR-27b-3p destabilizes the mRNA abundance of lipopolysaccharide-mediated *PPARγ* (peroxisome proliferator-activated receptor *γ*), which is often associated with chronic inflammatory diseases provoked by insufficient resolution of an immune response [33].

These immune-related miRNAs, expressed at high levels throughout the entire porcine lactation period, highlight the important roles of exosomal miRNAs as immune-regulatory agents in milk.

### Expression of Immune-related miRNAs in Exosomes between the Colostrum and Mature Milk

We measured the expression patterns of these 13 unique immune-related miRNAs in milk exosomes over six lactigenous stages, using a sensitive quantitative PCR (q-PCR) approach. 

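Of the 12 miRNAs of Table S1 other than miR-148a-3p, 11 had a higher mean share of the counts of the kept tags in the 4 colostrum libraries than in the 4 mature milk libraries. The 12 are let-7a-1-5p, miR-182-5p, miR-191-5p, miR-200c-3p, miR-21-5p, miR-25-3p, miR-27b-3p, miR-30a-5p, miR-30c-5p, miR-30d-5p, miR-375-3p and miR-574-3p. The q-PCR values of Fig. 4 were not analysed here. The log2 ratio of the means ranged from -0.19 for miR-21-5p to 2.22 for miR-200c-3p. None of these differences passed the threshold of 0.05 (exact permutation test, two-sided, lowest p = 0.4, all adjusted p = 0.943 after Benjamini-Hochberg adjustment over the 13 miRNAs). miR-200c-3p, for example, took 0.959% ± 1.56 in colostrum and 0.206% ± 0.0471 in mature milk (SD, n = 4 each). Its share was 3.30% in 0d-3 and from 0.0970 to 0.220% in the other colostrum libraries. When 0d-3 was left out, 0 of the 12 miRNAs had a higher mean in colostrum, and the log2 ratio of miR-200c-3p was -0.22. Among the kept tags without a leader, a total chosen after seeing the data, 12 of the 12 were higher in colostrum with all 8 libraries (exact permutation test, two-sided, lowest p = 0.114). Without 0d-3 all 12 were also higher among these tags, with log2 ratios from 0.16 to 0.52, 0.48 for miR-200c-3p. Again none passed the threshold (exact permutation test, two-sided, lowest p = 0.114). When the counts were TMM-normalized, all 12 miRNAs had a higher mean in colostrum. These means include 0d-3, whose TMM factor of 0.216 was the lowest and raised its values. In the 6 libraries of 40-nt reads, which include 0d-3 and only 2 mature milk libraries, 12 of the 12 were higher in colostrum, and without 0d-3 the number was 0 among the kept tags and 12 among those without a leader.

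**Figure D3:**
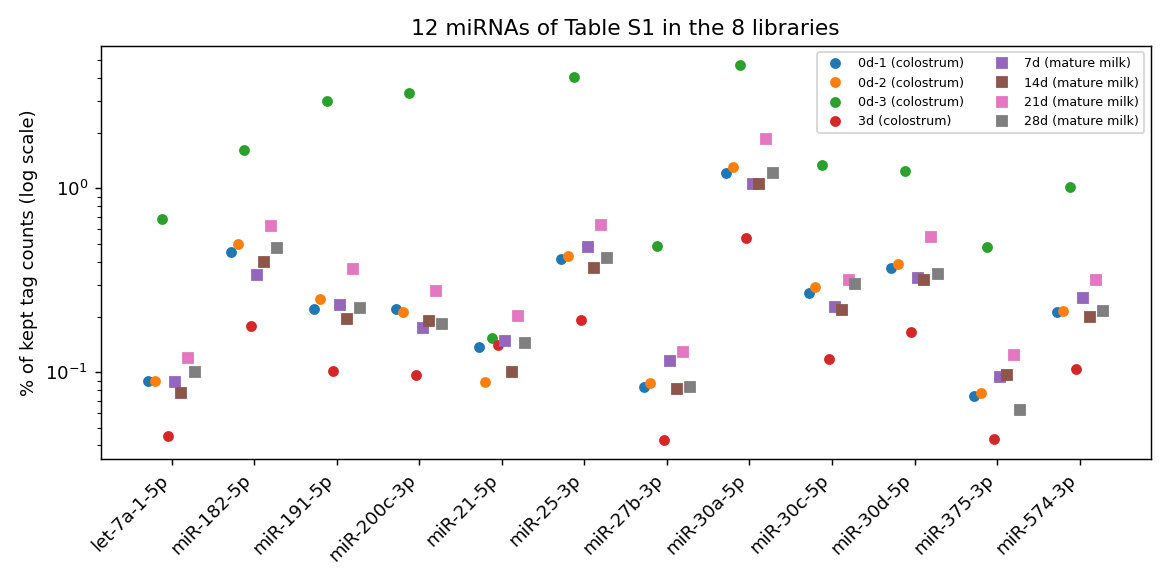
Share of each of the 12 miRNAs (horizontal axis) in % of the counts of the kept tags (vertical axis, log scale) in the 8 libraries, with circles for colostrum and squares for mature milk, 1 point per library. For 11 of the 12 miRNAs, all but miR-21-5p, 0d-3 is the highest library, as at 3.30% for miR-200c-3p, and 3 days is the lowest.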

As shown in Figure 4, apart from miR-148a-3p, almost all the other 12 unique miRNAs exhibited higher abundances in the early lactation periods (0 and 3 days) than in the later lactation periods (7, 14, 21 and 28 days). These 12 immune-related miRNAs have been shown to functionally target specific transcripts encoding cytokines, other immunological regulatory proteins, and immune response signaling pathway components [7]. These 13 unique immune-related miRNAs represent the majority of abundant miRNAs (Fig. 3C) and may characterize the predominant immune-regulatory agents in the breast milk exosomal miRNA transcriptome. This result, derived from nucleic acid changes (i.e. miRNAs), corresponds with the well-established results at the protein level [3]. 

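Together the 13 miRNAs took from 6.00% of the counts of the kept tags at 3 days to 22.1% in 0d-3. Among the kept tags without a leader, they took from 22.1% in 0d-3 to 37.9% in 0d-2. These totals include tags of other RNA classes.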

The early milk (particularly colostrum) is rich in immunoglobulins (particularly IgA) and immunomodulatory cytokines (especially IL-1, IL-6 and TNF-*α*) but lower in fat and caseins. The later mature milk, a rich source of nourishment for infant growth, mainly contains lactose and casein, but with a substantial reduction in immunological compositions.

**Figure 4:**
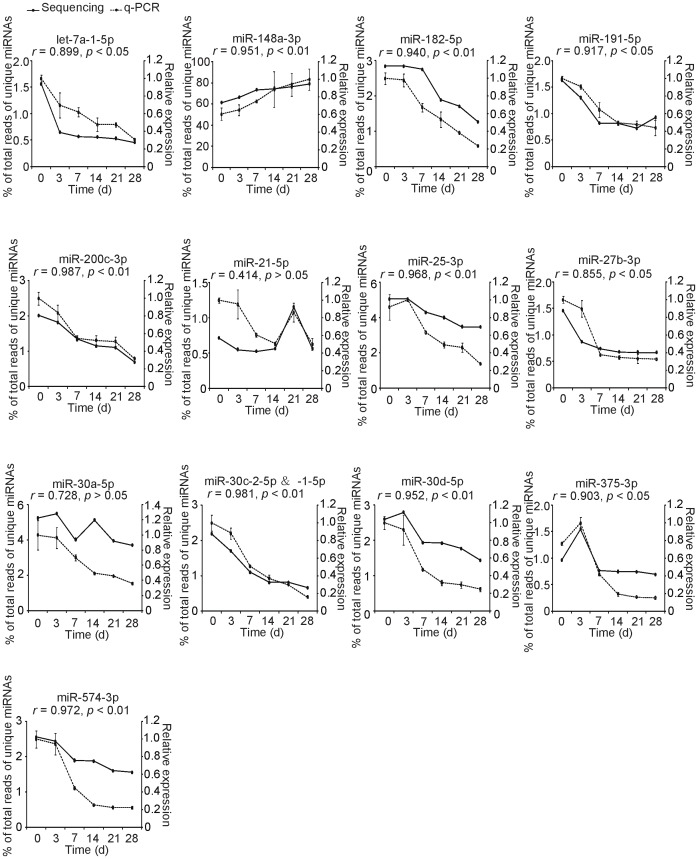
Lactation-related expression patterns of 13 abundant immune-related miRNAs. The data are normally distributed (Kolmogorov-Smirnov test, *p*>0.05). Pearson correlation was used to determine the relation of miRNAs expression changes between the q-PCR and the deep sequencing approaches. Values are means±SD.

Interestingly, the expression level of the most abundant miRNA, miR-148a-3p, increased during the lactation periods, which contrasted with the other immune-related miRNAs (Fig. 4). miR-148a-3p is not only correlated with immunopathology, but also directly targets and suppresses the expression of a well-characterized gene, *DNMT3B* (DNA methyltransferase 3b), which encodes a *de novo* methyltransferase that sets up DNA methylation patterns early in development [34]. 

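miR-148a-3p took 4.57% ± 3.31 of the counts of the kept tags in colostrum and 8.87% ± 3.35 in mature milk (SD, n = 4 libraries each). The log2 ratio of colostrum to mature milk was -0.96, a difference that did not pass the threshold of 0.05 (exact permutation test, two-sided, p = 0.171). When 0d-3 was left out, the log2 ratio was -0.54 (exact permutation test, two-sided, p = 0.286). Among the kept tags without a leader it was -0.18 (exact permutation test, two-sided, p = 0.914), and when 0d-3 was also left out its direction reversed to 0.24, with 21.9% ± 3.99 in colostrum (SD, n = 3) and 18.6% ± 2.63 in mature milk (SD, n = 4; exact permutation test, two-sided, p = 0.229). Relative to the counts of the 13 miRNAs without 0d-3 it was -0.026 (exact permutation test, two-sided, p = 0.8). The libraries at 7 and 21 days, the 2 of 36-nt reads, had a mean of 11.7%, and those at 14 and 28 days, of 40-nt reads, had a mean of 6.05%. Within the 6 libraries of 40-nt reads, the log2 ratio was -0.40 (exact permutation test, two-sided, p = 0.733, with a smallest p of 0.0667), and without 0d-3 it was 0.0091 (exact permutation test, two-sided, p = 1). Relative to the counts of the 13 miRNAs, a total chosen after seeing the data, the share was 0.105% in 0d-3, 64.6% ± 0.433 in 0d-1 and 0d-2 (SD, n = 2), 70.5% at 3 days, 75.4% at 7 days, 63.4% at 14 days, 69.5% at 21 days and 62.9% at 28 days. In edgeR's quasi-likelihood test of the counts, miR-148a-3p had a log2 fold change of -0.52 in colostrum (standard error 2.01, adjusted p = 0.963 after Benjamini-Hochberg adjustment).

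**Figure D4:**
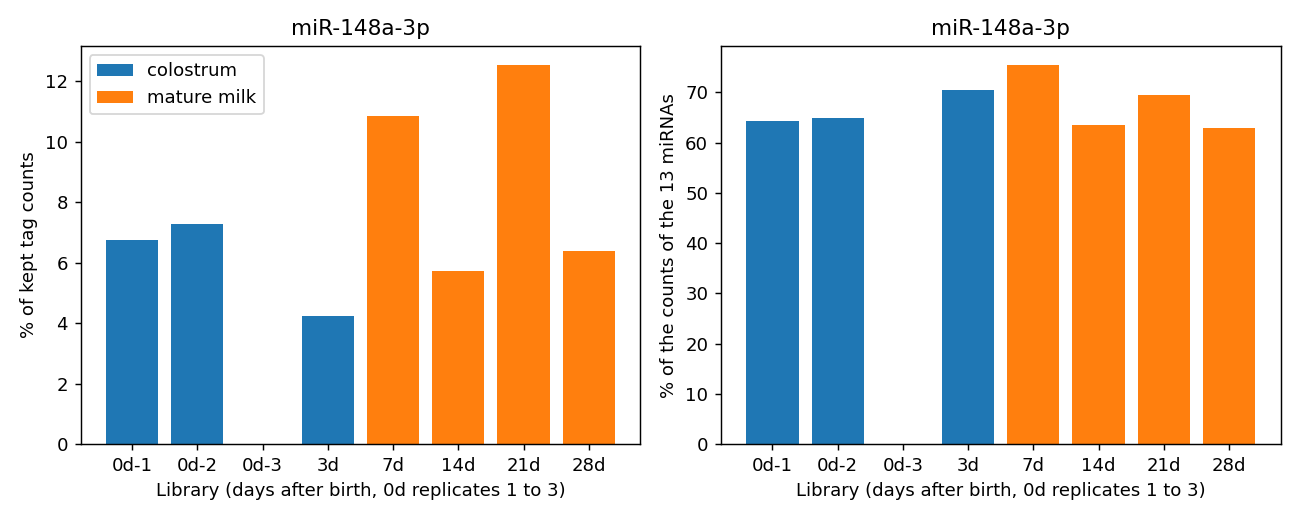
miR-148a-3p in each of the 8 libraries (horizontal axis), in % of the counts of the kept tags (left) and in % of the counts of the 13 miRNAs (right), with 1 bar per library, colostrum in blue and mature milk in orange. 0d-3 lies near 0 in both panels, and 7 and 21 days are the highest in the left panel.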

Although the detailed relationship between the inverse lactation-related expression pattern of miR-148a-3p and other immune-related genes is unclear, it is tempting to speculate that the enrichment of miR-148a-3a in milk exosomes leads to a downregulation of *DNMT3B* and a consequent inactivation of *de novo* methylation in cells of the infant digestive tract.

Furthermore, we also observed a good correlation between the deep sequencing and the q-PCR expression data for these 13 immune-related miRNAs over six lactation stages (Pearson, *r* = 0.882±0.157), which indicated that our deep sequencing results reliably reveal the characteristics of the milk exosomal miRNA transcriptome.

### Resistance to Degradation and Stability of Milk-derived miRNAs

We next sought to survey the stability of miRNAs in breast milk across various harsh conditions, which is a vital prerequisite for our hypothesis that these circulating miRNAs are transferable genetic material from the mother’s milk to the infant via the digestive tract.

Similar to previous studies on blood [35] and human breast milk [10], [11], the exogenous synthetic worm-specific miRNAs were sharply degraded; however, the endogenous milk-derived miRNAs exhibited resistance to degradation when the milk was subjected to prolonged incubation at different temperatures, low pH, multiple freeze-thaw cycles or even treatment with high concentrations of exogenous RNase (Fig. S2). These results suggest that milk-derived miRNAs exist in a remarkable stable form that is protected from endogenous RNase activity across various harsh conditions. The remarkable stability of the endogenous milk-derived miRNAs implies the potential mechanism that the breast milk allows dietary intake of miRNAs by infants.

### Expression of Immune-related miRNAs between Colostrum-only and Mature Milk-only Fed Piglets

It is established that miRNAs are selectively packaged into exosomes and actively delivered into recipient cells where the exogenous miRNAs can regulate target gene expression and recipient cell function [36]. Based on the above results that these immune-related miRNAs are present in higher numbers in the colostrum compared with the mature milk (Fig. 4) and are resistant to general harsh conditions (Fig. S2), we sought to investigate the effects of the dietary intake of milk-derived miRNAs by infants.

As shown in Figure 5A, the colostrum-only and mature milk-only fed piglets have similar levels of circulating metabolic indicators in their serum (*p*>0.05). Nonetheless, out of 13 immune-related mRNAs, 12 miRNAs exhibited higher abundance in the colostrum-fed piglets compared with the mature milk-fed piglets (*p*<0.01) (Fig. 5B). The immune-related miRNAs are present in higher concentrations in the colostrum compared with the mature milk (Fig. 4), and the mammalian newborn displays generalized hypofunction of its inflammatory and immune mechanisms. Therefore, it is intriguing to speculate that the these immune-related miRNAs in milk exosomes may be transferred into the infant body via the digestive tract, and may play a critical role in the development of the immune system in infants.

**Figure 5:**
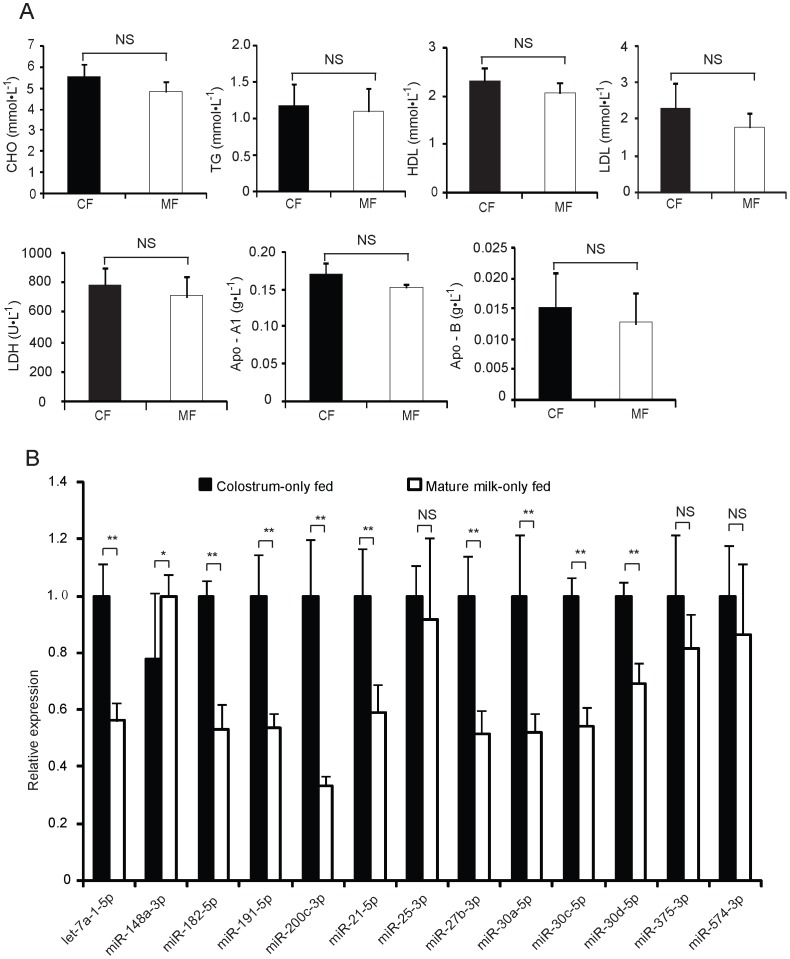
Differences of circulating metabolic indicators and immune-related miRNAs in serum between the colostrum-only and the mature milk-only fed piglets. (A) Seven representative circulating indicators of metabolism. (B) Thirteen well-characterized immune-related miRNAs. The data are normally distributed (Kolmogorov-Smirnov test, *p*>0.05). The statistical significance was calculated by Student’s *t*-test (*n* = 6 per group). Values are means±SD. CF: colostrum-only feeding; MF: mature milk-only feeding.

## Discussion

This study reports the comprehensive lactation-related miRNA expression profiles of porcine breast milk exosomes, generated using a deep sequencing approach. We found that immune-related miRNAs are present and enriched in breast milk exosomes and are generally resistant to relatively harsh conditions. These immune-related miRNAs are present in higher numbers in the colostrum compared with the mature milk or the blood of colostrum-only fed piglets compared with the mature milk-only fed piglets.

The presence and enrichment of immune-related miRNAs in breast milk exosomes, especially in the colostrum, was demonstrated. These miRNA-loaded exosomes in breast milk may be transferred into the infant body via the digestive tract. These observations call for further detailed investigations to obtain a thorough understanding of the essential effects of breast milk in the development of the infant’s immune system, especially for the functional roles of miRNA-loaded exosomes. Our findings also highlight a new field of research: the transfer of mammalian genetic material as miRNA from the mother’s milk to the infant via the digestive tract, not through sexual reproduction.

A recent study showed that exogenous plant miRNAs in food are present in the sera and tissues of various animals, and can regulate the expression of target genes in mammals [36]. It will be interesting to distinguish that these functional, specific nucleic acids that are present in the infant’s body (i.e. body fluids and solid tissues) are exogenetic (i.e. mother’s milk-derived, as well as other food-derived) or autologous, which will be beneficial in further deciphering the molecular mechanism underlying the delivery of the food-derived nucleic acids.

This study also highlights that the pig is an ideal model for studying breast-feeding medicine and immune diseases. The pig model offers the advantages of the same general physiology as humans, low genetic variance, and a homogeneous feeding regime. The porcine immune system more closely resembles that of humans for >80% of analyzed parameters, whereas mice were more similar to humans in <10% [37]. For the most part, all the immune cell populations identified in humans and mice are present in pigs [38]. Pig is multiparous (∼10–12 piglets per litter), providing sufficient samples for the present, and other, analysis. Of equal importance, the molecular understanding of pig breast-feeding biology in the development of the piglet’s immune system will improve the economic benefits in the pig industry.

## Materials and Methods

### Ethics Statement

The Yorkshire pigs used in this experiment were obtained from the Sichuan Animal Science Academy, Chengdu, Sichuan, China. Experiments were performed according to the Regulations for the Administration of Affairs Concerning Experimental Animals (Ministry of Science and Technology, China, revised in June 2004) and approved by the Institutional Animal Care and Use Committee in College of Animal Science and Technology, Sichuan Agricultural University, Sichuan, China, under permit No. DKY-B20100805. Animals were allowed access to feed and water *ad libitum* under normal conditions.

### Breast Milk Collection

Three healthy Yorkshire sows (700±5 days old, second birth) were used in this study. Porcine breast milk samples (5–10 ml) were collected from each sow at six lactigenous stages (0, 3, 7, 14, 21 and 28 days after birth). These time points cover the entire porcine lactation period used in the pig industry, from newborn (0 days) up to 28 days, when the piglets are weaned simultaneously. All samples were stored at −80°C until analyzed. All sows had full-term vaginal deliveries of healthy, normal birth-weight piglets.

### AFM

The porcine breast milk exosomes for AFM analysis were prepared as described by Palanisamy et al. [14], with minor modifications. In brief, 5 ml of breast milk was centrifuged at 2500×g for 10 min, twice, to remove cell and fat globules. The supernatant was centrifuged at 12,000×g for 30 min at 4°C to remove any cellular debris. The supernatants were then centrifuged at 120,000×g for 4 hours, and the pellet was resuspended in 10 ml of PBS. The exosome solutions were diluted 1∶500 in deionized water and adsorbed to freshly cleaved mica sheets for 10 min. The redundant solution was removed by careful absorption with a filter paper, and the mica was further dried before detection. Surface morphology was examined under an atomic force microscope (Asylum Research MFP-3D-Bio, Digital Instruments Inc., Santa Barbara, CA) using identical conditions [14]. The size of the exosomes was determined from a line profile of the AFM image.

### Enrichment of Exosomal RNA in Breast Milk

RNA in the breast milk exosomes was isolated as previously described [10]. In brief, raw milk (1.5 ml) was centrifuged at 2,000×g for 10 min to remove fat globules. The supernatant was centrifuged at 12,000×g for 30 min and further filtered through a 0.45 µm PVDF filter to eliminate cells and cellular debris. Approximately 1 ml of the supernatant was mixed with 500 µl of ExoQuick Exosome Precipitation Solution (SBI, CA, USA) and incubated at 4°C for 12 hours. The ExoQuick/supernatant mixture was centrifuged at 1,500×g for 30 min to obtain a beige exosome pellet, which was then re-suspended in 250 µl nuclease-free water. Total RNA from the exosomes was extracted using TRIzol-LS (Invitrogen, CA, USA), following the manufacturer’s instructions. Small RNAs were analyzed with the Agilent Bioanalyzer 2100 and the RNA 6000 Nano LabChip Kit (Agilent, CA, USA).

### Small RNA Sequencing

Total RNA isolated from an individual sow at five stages (3, 7, 14, 21, and 28 days after birth) were pooled in equal quantities for each stage. To evaluate the variations among individuals, the total RNA from three sow’s milk at 0 days were used for library construction, as in our previous descriptions [10]. Eight libraries were subjected to single-end sequencing in 36 nt reads using an Illumina Genome Analyzer II. The bioinformatics pipeline for miRNA discovery and profiling was carried out as previously described, with some improvements [10], [15]. All reads were counted and the identical reads were combined into a single kind. The raw reads were then subjected to a series of additional strict filters (such as the digital filters of base-call quality, reads length, and sequence comparison) with acceptance criteria derived from the statistics of mammalian miRNAs in miRBase 18.0. The reads originated from porcine known classes of RNAs (i.e., mRNA; rRNA, tRNA, snRNA, and snoRNA; and repetitive sequence elements) were also filtered. In addition, to ensure higher reliability of the reported results, only the reads that were observed more than 10 times for each library were used in subsequent analyses. The raw reads that passed through a series of filters were called “mappable reads”, and these were mapped to the 228 pig and 1,527 human pre-miRNAs registered in miRBase 18.0 (November 2011), and the pig genome (∼2.26 Bbp) (Sscrofa9, ftp://ftp.sanger.ac.uk/pub/S_scrofa/assemblies/), using NCBI Local BLAST. The small RNA sequence data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE36590.

### Q-PCR

The changes in abundance of 13 immune-related miRNAs over six lactigenous stages were determined by an EvaGreen–based q-PCR approach using a High-Specificity miRNA qRT-PCR Detection Kit (Stratagene, La Jolla, USA) on the CFX96™ Real-Time PCR Detection System (Bio-Rad, CA, USA). Porcine U6 snRNA, 5S rRNA, and Met-tRNA were simultaneously used as endogenous control genes. The primer sequences are shown in Table S1. All measurements contained a negative control (no cDNA template), and each RNA sample was analyzed in triplicate. Relative expression levels of objective miRNAs were calculated using the ^ΔΔ^Ct method.

### Harsh Treatments of miRNAs and q-PCR

Four exogenous miRNAs (cel-lin-4-5p, cel-miR-2-3p, and cel-miR-39-5p of *C. elegans*, and ath-miR-159a-3p of *A. thaliana*), which have no sequence similarity to pig miRNAs, were chemically synthesized. To determine the resistance and stability of three exogenous miRNAs, cel-lin-4-5p, cel-miR-2-3p and cel-miR-39-5p were added directly to raw milk and subjected to eight types of treatment: incubation at (A) 4°C and (B) 26°C for 0.5, 1, 2, 4, 8, or 24 hours; (C) incubation at 70°C for 10, 60, or 300 seconds; (D) incubation at 100°C for 10, 60, or 300 seconds; (E) treatment in pH 1 solution for 5, 30, 60, or 120 minutes; (F) treatment in pH 5 solution for 5, 30, 60, or 120 minutes; (G) subjected to six freeze-thaw cycles at 4°C; and (H) treatment with RNase A (0.16 µg µL^−1^) and RNase T1 (0.4 U µL^−1^) (Fermentas, Shenzhen, China) for 5, 30, 60, 120, minutes at 37°C. The exogenous control genes are unstable under the above harsh conditions; therefore, to normalize inter-sample variations in the RNA isolation step, ath-miR-159a-3p was added to the raw milk after the addition of TRIzol-LS (Invitrogen, CA, USA) after these treatments, which contains RNase inhibitors. The q-PCR was performed as per the above descriptions. The primer sequences are shown in Table S1.

### Measurements of the Colostrum-only and the Mature Milk-only Fed Piglets

Twelve newborn female piglets of three Yorkshire sows, which were used for breast milk collection (four piglets for each sow), were randomly divided into two groups. For the control group, six piglets (two piglets for each sow) were under colostrum feeding from their birth mothers. For the fosterage group, six piglets (two piglets for each sow) were fostered to another three Yorkshire sows after the first 8 days after birth (i.e. mature milk-only feeding). The venous blood (5 ml) of the 12 female piglets was separately collected at 4 days of age (8∶00 A.M). The total RNA from the blood was extracted using TRIzol-LS (Invitrogen), following the manufacturer’s instructions. The whole blood was immediately centrifuged at 1,800 g for 10 minutes at RT, and the resultant serum was stored at −80°C. Serum concentrations of total cholesterol (CHO), triglycerides (TG), high density lipoprotein (HDL), low density lipoprotein (LDL), lactate dehydrogenase (LDH), apolipoprotein A-1 (Apo-A1), and apolipoprotein B (Apo-B) were determined in triplicate for each pig using a Hitachi 7180 automatic analyzer (Hitachi, Tokyo, Japan) and based on the standard enzymatic procedures. The abundances of 13 immune-related miRNAs were measured using the q-PCR as described above.

## Supporting Information

Figure S1 **Length distribution and frequency (%) of mappable reads.**
(DOC) Click here for additional data file.

Figure S2 **Stability of milk-derived miRNAs under various harsh conditions.**
(DOC) Click here for additional data file.

Table S1 **Primer sequences of the q-PCR experiments.**
(DOC) Click here for additional data file.

# Supplementary material for: Lactation-Related MicroRNA Expression Profiles of Porcine Breast Milk Exosomes
**Source:** PLoS One. 2012 Aug 24;7(8):e43691. doi: 10.1371/journal.pone.0043691
**Supplement:** Figure S1 — Length distribution and frequency (%) of mappable reads.

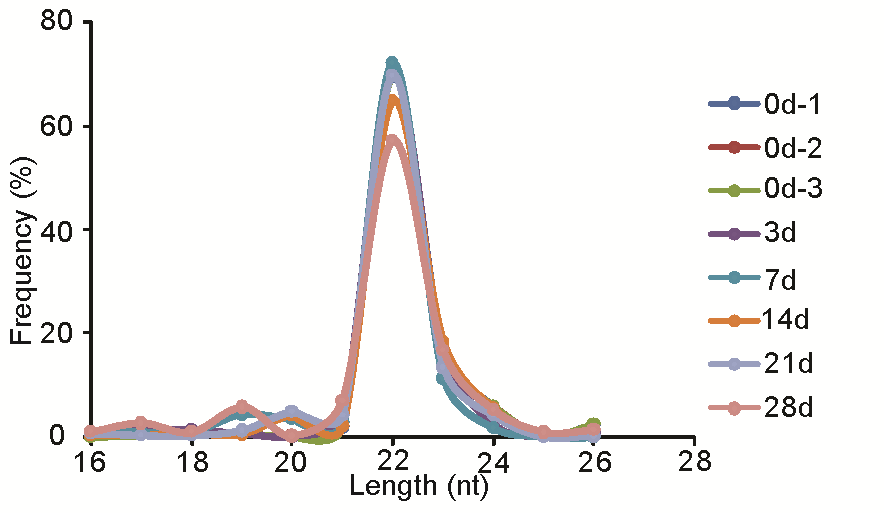

**Figure S1 Length distribution and frequency (%) of mappable reads.** The three biological replicates at 0 days are denoted by 0d-1, -2 and -3, respectively.

# Supplementary material for: Lactation-Related MicroRNA Expression Profiles of Porcine Breast Milk Exosomes
**Source:** PLoS One. 2012 Aug 24;7(8):e43691. doi: 10.1371/journal.pone.0043691
**Supplement:** Figure S2 — Stability of milk-derived miRNAs under various harsh conditions.

**
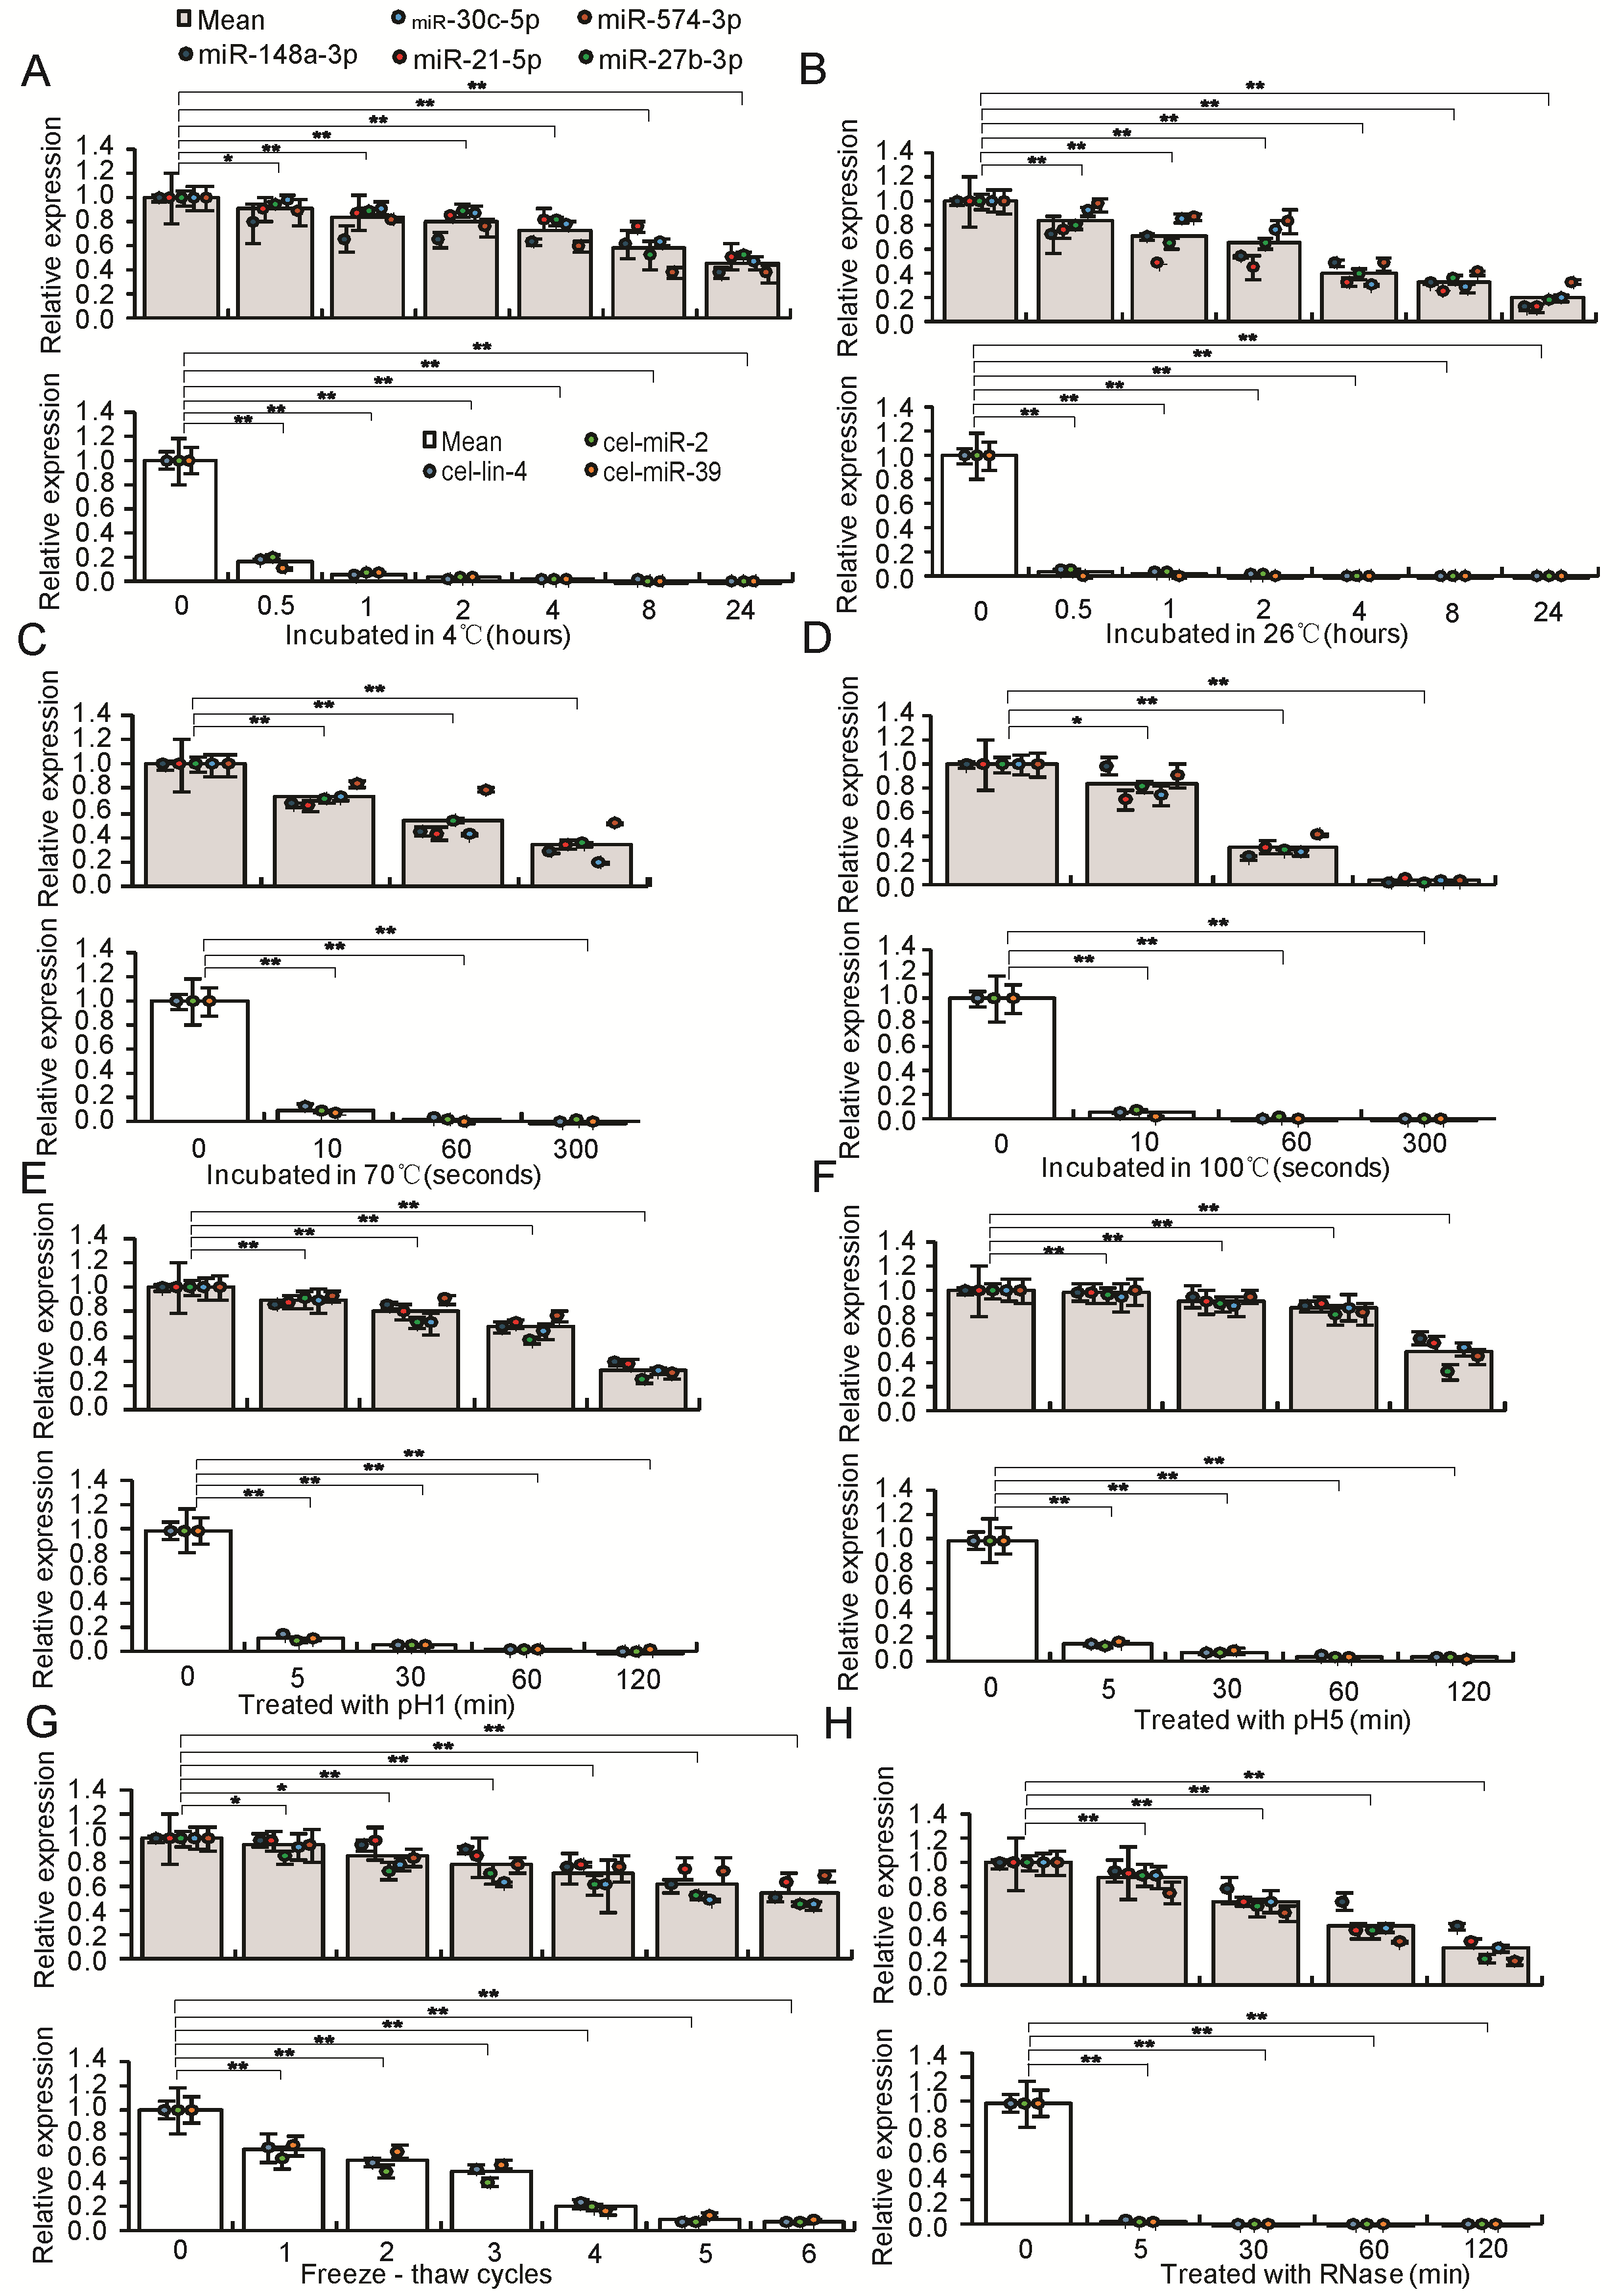
**

**Figure S2 Stability of milk-derived miRNAs under various harsh conditions.** The changes in abundance of four spiked-in *C. elegans* miRNAs and of the five highly expressed immune-related miRNAs under various harsh conditions. Total RNA was extracted and then analyzed by q-PCR. Breast milk was incubated at (A) 4°C and (B) 26°C for 0.5, 1, 2, 4, 8, or 24 hours; (C) incubated at 70°C for 10, 60, or 300 seconds; (D) incubated at 100°C for 10, 60, or 300 seconds; (E) treated in pH 1 solution for 5 , 30 , 60, or 120 minutes; (F) treated in pH 5 solution for 5 , 30 , 60, or 120 minutes; (G) subjected to six freeze-thaw cycles at 4°C; and (H) treated with RNase A and T1 for 5, 30, 60, 120, minutes at 37°C. The data are normally distributed (Kolmogorov-Smirnov test, *p*> 0.05). The statistical significance was calculated by Student’s *t*-test (**p* < 0.05, ***p* < 0.01). Values are means ± SD.

# Supplementary material for: Lactation-Related MicroRNA Expression Profiles of Porcine Breast Milk Exosomes
**Source:** PLoS One. 2012 Aug 24;7(8):e43691. doi: 10.1371/journal.pone.0043691
**Supplement:** Table S1 — Primer sequences of the q-PCR experiments.

**Supplemental Table S1** Primer sequences of the q-PCR experiments

| New Name | Primer | Primer sequence (5' - 3') |
| --- | --- | --- |
| cel-miR-39-5p | FW Primer | AGCTGATTTCGTCTTGGTAATA |
| cel-lin-4-5p | FW Primer | TCCCTGAGACCTCAAGTGTGA |
| cel-miR-2-3p | FW Primer | TATCACAGCCAGCTTTGATGTGC |
| ath-miR-159a | FW Primer | TTTGGATTGAAGGGAGCTCTA |
| let-7a-1-5p | FW Primer | TGAGGTAGTAGGTTGTATAGTT |
| miR-148a-3p | FW Primer | TCAGTGCACTACAGAACTTTGT |
| miR-182-5p | FW Primer | TTTGGCAATGGTAGAACTCACACT |
| miR-191-5p | FW Primer | CAACGGAATCCCAAAAGCAGCT |
| miR-200c-3p | FW Primer | TAATACTGCCGGGTAATGATGGA |
| miR-21-5p | FW Primer | TAGCTTATCAGACTGATGTTGAC |
| miR-25-3p | FW Primer | CATTGCACTTGTCTCGGTCTGA |
| miR-27b-3p | FW Primer | TTCACAGTGGCTAAGTTCTGC |
| miR-30a-5p | FW Primer | TGTAAACATCCTCGACTGGAAGC |
| miR-30c-1-5p,miR-30c-2-5p | FW Primer | TGTAAACATCCTACACTCTCAGCT |
| miR-30d-5p | FW Primer | TGTAAACATCCCCGACTGGAAGC |
| miR-375-3p | FW Primer | TTTGTTCGTTCGGCTCGCGTGA |
| miR-574-3p | FW Primer | CACGCTCATGCACACACCCACA |
| U6 snRNA | FW Primer | TTATGGGTCCTAGCCTGAC |
| RW Primer | CACTATTGCGGGTCTGC |
| 5S rRNA | FW Primer | GCCCGATCTCGTCTGATCT |
| RW Primer | AGCCTACAGCACCCGGTATT |
| Met-tRNA | FW Primer | CAGAGTGGCGCAGCGGAAGC |
| RW Primer | CGATCCATCGACCTCTGGGTTATG |

How the deposited data were processed for this re-analysis (not part of the article)

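Small RNA of porcine milk exosomes was measured in 8 sequencing libraries, 3 from single sows at 0 days and 1 from pooled RNA at each of 3, 7, 14, 21 and 28 days. Libraries of 0 and 3 days are colostrum and those of 7 to 28 days are mature milk, the division used in the paper. The authors deposited, for each library, a table of distinct read sequences with their counts, made by combining identical reads. The deposited counts are not normalized. The sequences were still 36 or 40 nt long and carried the 3′ adaptor, and kinds seen once were included, so that the filters of the methods on length and counts are not in them.

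The adaptor (TCGTATGCCGTCTTCTGCTTG) was cut at the first exact match of its first 8 nt. Inserts of 16 to 26 nt with no undetermined base and with more than 10 counts in a library were kept. The 13 miRNAs of Table S1 were recognised by the first 20 nt of their sequences, and the other tags were grouped by their first 18 nt. No catalogue of pig miRNAs was used, so that the numbers of pre-miRNAs and of mature miRNAs were not recomputed, and rRNA, tRNA and other classes were not removed. The lists of immune-related pre-miRNAs, the q-PCR measurements and the piglet experiments were not analysed here. Sequences of unnamed tags are not printed, since their origin was not determined.

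Groups were compared with exact permutation tests of the difference of means over the 70 assignments of 4 and 4 libraries, two-sided, with a smallest p of 0.0286. Units were tested with edgeR's quasi-likelihood test after filterByExpr and TMM normalization, on the counts of all tags of each unit that had a kept tag in any library, with Benjamini-Hochberg adjustment and a threshold of 0.05. The stages served as replicates of their milk class. Spearman correlations of unit counts were clustered by average linkage. The named items follow a rule set before the data were examined, namely the 13 miRNAs of Table S1, the units among the 10 largest of any library and the 5 largest rises and falls among units past the threshold. Unnamed units of the last kinds are given as numbers only. Alternatives were other matches of the miRNA sequences, other totals, other count minimums and single tags. Further ones were other normalizations in edgeR (library size, RLE) and DESeq2 with its own size factors in place of edgeR. Other correlations and linkage, thinning to 1057888 counts, and leaving out each library in turn were also used. Leaving out tags with a leader, the total of the 13 miRNAs and the libraries of 40-nt reads alone were chosen after seeing the data.

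Python 3.11.15, numpy 2.4.6, scipy 1.17.1, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. The edgeR code was tested on simulated data with 16564 units of the comparison of 4 colostrum with 4 mature milk libraries, 200 of them changed by a log2 fold change of 4 in size. With a dispersion of 0.1 it recovered 168 of the 200 with 4 false calls. With the dispersion of 1.39 estimated from the libraries it recovered 0, so that at this spread a change of that size is not detectable. The permutation code called 2.25% of 2000 unchanged simulated comparisons of 4 against 4. The libraries held from 14590531 to 28141425 reads and from 699832 to 13540884 kept counts. At the lowest depth, 1 share of 10.9% has a 95% Wilson interval of 10.8 to 10.9%, which covers counting error only, since reads without molecular identifiers are not independent molecules.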

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

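The tests of explanations in this part were chosen after the results were seen.

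In the colostrum group, the 0d-3 library lay far from the other 3 libraries in many measures. It had 13540884 counts of kept tags and 707 counts per kind. A tag of 16 to 26 nt was found in 77.0% of its reads, no insert in 11.1% of its reads, and a leader in 0.0673% of its kept tag counts. miR-148a-3p made up 0.105% of the counts of the 13 miRNAs in 0d-3. By share of the counts of the kept tags, 0d-3 lay far above the other colostrum libraries for let-7a-1-5p with 0.679%, miR-191-5p with 2.98%, miR-200c-3p with 3.30%, miR-25-3p with 4.03%, miR-27b-3p with 0.484%, miR-30c-5p with 1.34%, miR-375-3p with 0.481% and miR-574-3p with 1.02%. In mature milk, the 21 day library lay far above the others for miR-200c-3p with 0.276% and miR-30d-5p with 0.547%. In all, 16 of 42 groups of 4 libraries had such a value, 14 of them from 0d-3, and chance gives about 1 in 20 groups, or 5%. The measures are not independent of each other.

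Several explanations of the position of 0d-3 were tested. First tests of depth and of the leaders, by shares of miR-148a-3p in 0d-3, were replaced because thinning or leaving out leaders could not have changed those shares in this library. With every library thinned to 1057888 counts of tags of 16 to 26 nt, the highest Spearman correlation of 0d-3 with another colostrum library was -0.0927, while the other 3 colostrum libraries had at least 0.173 with each other. The number of detected units was still 1696 in 0d-3 and from 5255 to 6502 in the others. With the other libraries thinned further, until each had from 1654 to 1661 detected units against 1657 in 0d-3, the highest was -0.282 against at least 0.184. Neither the counts nor the number of detected units alone therefore accounts for its position. With tags with a leader left out, the highest was -0.171 against at least 0.291, and at equal numbers of detected units 0.0416 against at least 0.222, so that the leaders alone do not account for it. A few tags that take most of the counts do not account for its low share of miR-148a-3p. The largest unit took 30.6% of the counts of 0d-3, but without its 10 largest other units miR-148a-3p took 0.0445%, against at least 4.78% in the others. Other ends or a base difference of miR-148a-3p were excluded to the extent of 1 mismatch, which left its share of the 13 miRNAs at 0.0987%. A swap of labels with a mature milk library is not borne out, since 0d-3 had a mean Spearman correlation of 0.452 with the mature milk libraries (from 0.385 to 0.507) while these had at least 0.733 with each other. Another library preparation, or a sample of other origin, cannot be told apart from a difference between sows. The near absence of leaders, 0.0673% of the kept tag counts, was seen in no other library, but it does not say where the RNA came from. The paper reports an average r of 0.833 among its 0 day replicates and low variation between individuals. Its Fig. 3C gives miR-148a-3p about 62% at 0 days, read by eye. Among the 13 miRNAs, 0d-3 had 0.105%, against 64.3 and 64.9% in 0d-1 and 0d-2. Over these miRNAs its correlations with them were 0.429 and 0.418, and theirs was 0.989. 0d-3 departs from this description. Whether it is the library that the paper analysed cannot be told, as totals and units differ. A biological difference of the sow also stays open as untested.

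Between 34.3% (21 days) and 75.5% (3 days) of the kept tag counts of the 7 libraries other than 0d-3 began with 1 of 4 leaders of 5 nt, which the paper does not report. A candidate explanation is a sequence joined to the 5′ end of many different molecules. The part behind the leader was also seen behind another leader for at least 89.5% of these counts. For the 4 most frequent other first 5 nt, this value was lower in 6 of the 7 libraries, but it was 92.0% at 3 days against 89.5% for the leaders, so that the comparison leaves the explanation open. The comparison was first made against the highest of these values in any library, 92.0%, by which the explanation would have been set aside, and it was changed to a comparison within each library after that result was seen. Leaders joined to the small RNAs of the same milk without preference are excluded, since the 13 miRNAs took at most 3.21% of the bodies of 16 to 26 nt behind a leader and at least 15.8% of the tags without one in the 5 libraries of 40-nt reads with leaders. The libraries of 36-nt reads were not part of this test. No biological explanation was tested for the leaders. The 2 values at 21 days were not tested further, no biological explanation was tested for them, and that library is 1 of the 2 with 36-nt reads.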

How the results depend on the processing

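Of 468 values computed under other settings, 409 kept their direction and side of the threshold or stayed within the spread. No paired analysis was possible because only the 0 day stage has replicates. In the exact permutation tests of single miRNAs under these settings, two-sided, the lowest p was 0.114. As a share of the 12 miRNAs other than miR-148a-3p, the lowest p was 0.0857 (exact permutation test, two-sided). In edgeR's quasi-likelihood test, miR-200c-3p was the only 1 of the 13 miRNAs with an unadjusted p under 0.05, at 0.0374 (adjusted p = 0.848 after Benjamini-Hochberg adjustment). With tags with a leader left out, 4 of the 13 were under 0.05 in that edgeR test, miR-200c-3p at 0.0217, miR-191-5p at 0.0306, miR-25-3p at 0.0425 and let-7a-1-5p at 0.0465, all higher in colostrum, with adjusted p from 0.277 to 0.417 after Benjamini-Hochberg adjustment. Both fits include 0d-3. The log2 fold changes of these 4 were from 3.09 to 4.21. Without 0d-3, the log2 ratios of their shares of the tags without a leader, another measure, were from 0.26 to 0.48. Tags with a leader left out, the total of the 13 miRNAs or of the other 12, their combinations with 0d-3 left out, units of the 13 miRNAs, the libraries of 40-nt reads with and without 0d-3, thinning to equal numbers of detected units and the counts of splits of the 8 libraries were chosen after seeing the data.

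With all tags of 16 to 26 nt, the within-class excess of the correlation reversed to -0.00563 and 1490854 units were detected. With all lengths of the tags, 18.0% of the counts were 21 to 24 nt and 5.60% were 22 nt. Without miR-148a-3p, 15.4% were 22 nt. With more than 100 counts, there were 986 counts per kind. Over the units detected in all 8 libraries, the mean correlation of the 0 day libraries was 0.693 and the within-class excess was 0.130 (p = 0.0286, exact test). Likeness among the 0 day libraries, all of them colostrum, enters this excess. Single tags gave 68724 detected and thinning gave 14820 units. TMM normalization turned the log2 ratio of miR-21-5p to 1.50. Complete linkage gave the same smaller branch of 0d-3 alone. The cause was not tested for these changes except where fewer or other tags enter by construction.

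The number of units that differed between colostrum and mature milk was 0 in the chosen fit, with 661 at an unadjusted p under 0.05. It was 79 for the 0 day libraries alone against mature milk. It was 207 without a filter on low counts (75 higher and 132 lower in colostrum) and 28 with at least 10 counts in every library. It was 155 for the libraries of 40-nt reads without the 0d-3 library. In edgeR it stayed 0 with library size only, RLE normalization or tags seen more than 10 times. With DESeq2 and its own size factors in place of edgeR, 189 of 15790 units differed. That setting changed the test as well as the normalization. With 0 units in the real split, the splits of the 8 libraries cannot be ranked by this number. By units with an unadjusted p under 0.05, 22 of the 35 splits gave at least as many as the real one. Without 0d-3, the 336 units were reached by 1 of 35 splits of the remaining 7 libraries, the real one. The estimated dispersion of 1.39 limits this test, as a log2 fold change of 4 was not recovered in simulated counts of that spread.

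With tags with a leader left out, 31.0% of the counts were 22 nt, the mean share of miR-148a-3p was 18.0% (19.3% without the 0d-3 library), 3 units were among the 10 largest at all stages, 20963 units were detected and the log2 ratio of miR-21-5p was 0.26. When the 0d-3 library was also left out, the log2 ratio of miR-148a-3p reversed to 0.24 and 12 of the 12 other miRNAs were higher in colostrum. Among the tags of the 13 miRNAs, which cannot be shorter than 20 nt, 99.3% were 21 to 24 nt and 73.1% were 22 nt. As a share of the 13 miRNAs, the mean of miR-148a-3p was 64.1% (67.7% without the 0d-3 library) and the log2 ratio of miR-21-5p was 0.14. Relative to the other 12 miRNAs, 5 of the 12 were higher in colostrum (6 without the 0d-3 library). With the libraries of 40-nt reads only, the log2 ratio of miR-21-5p was 0.087. The within-class excess over the units detected in any library was then -0.20. When the 0d-3 library was also left out, the within-class excess was -0.0778, the correlation of the remaining 0 day pair was 0.738, the log2 ratio of miR-148a-3p was 0.0091 and 0 of the other 12 miRNAs were higher in colostrum. With tags with a leader left out as well, these last 2 values were 0.38 and 12. Over the units detected in all 8 libraries with leaders left out, the mean correlation at 0 days was 0.731 and the within-class excess was 0.138 (p = 0.0286, exact test). Likeness among the 0 day libraries enters this excess too.

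With each library left out in turn, the share of 21 to 24 nt went from 51.6 to 59.1%, that of 22 nt from 20.5 to 22.4%, the mean share of miR-148a-3p from 6.37 to 8.04% and its log2 ratio from -1.27 to -0.54. The number of the 12 miRNAs higher in colostrum went from 0 (without 0d-3) to 11 in every other case, and the units that differed from 0 to 336 (without 0d-3), with 79 without 3 days. The mean correlation at 0 days went from -0.316 (without 0d-1) to 0.739 (without 0d-3), and the within-class excess from -0.0864 (without 21 days) to 0.152 (without 0d-2). It was negative without any 1 of the 4 mature milk libraries. The share of the 10 largest units at 0 days went from 19.1 to 34.2%, the units among the 10 largest of any stage from 26 to 34, and those at all stages from 1 to 3 (without 3 days). The log2 ratios of colostrum to mature milk went from -0.37 to 1.57 for let-7a-1-5p, -0.29 to 0.90 for miR-182-5p, -0.41 to 2.18 for miR-191-5p, -0.22 to 2.60 for miR-200c-3p, -0.46 to 1.77 for miR-25-3p, -0.53 to 1.09 for miR-27b-3p, -0.35 to 0.90 for miR-30a-5p, -0.23 to 1.25 for miR-30c-5p, -0.32 to 0.80 for miR-30d-5p, -0.54 to 1.16 for miR-375-3p and -0.48 to 0.96 for miR-574-3p. The lowest value of each of these 11 was reached without 0d-3.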

Differences from the paper's values

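The mean number of kinds per library was 0.0202 M, against the paper's 0.12 M. It was 0.421 M with all tags of 16 to 26 nt and 0.00274 M with more than 100 counts, so that these alternatives, set before the data were examined, lay on both sides of the paper's value and none came within 1.5 times of it. The counts of 21 to 24 nt made up 55.2% against the paper's 91.97% (SD 3.18), and those of 22 nt 21.1% against the paper's 67.93% (SD 4.81). None of the alternatives set before the data were examined closed these gaps. Among the tags of the 13 miRNAs only, chosen after seeing the values, the shares were 99.3 and 73.1%. These tags are assigned by their first 20 nt and cannot be shorter. The high share of 21 to 24 nt therefore follows in part from the assignment. The share of 24 nt was 10.5% against the paper's 4.71% (SD 1.65), and none of the alternatives set before the data were examined closed this gap. Without the tags that begin with a leader, chosen after seeing the values, it was 6.60%. The shares of 21 and 23 nt were 12.5% against the paper's 3.42% (SD 1.77) and 11.0% against the paper's 15.92% (SD 2.27), gaps within the SD between libraries or under 1.5 times. Without 0d-3 they were 8.92 and 10.4%, and both gaps were then larger than the SD and 1.5 times. The counts per kind were 178 against the paper's 22.83, a gap within the SD of 214, which 0d-3 with 707 enlarges, and the other 7 libraries lay from 85.9 to 114. With all tags of 16 to 26 nt the counts per kind were 11.9. The paper's filter on known RNA classes and its mapping to pre-miRNAs were not repeated here.

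The mean correlation of the 0 day libraries was 0.0692 against the paper's 0.833. These are unlike measures. The value here is over the 44610 units detected in any library, with tags with a leader and other RNA classes among them. The paper's correlations are over its unique miRNAs. Among the alternatives set before the data were examined, the units detected in all 8 libraries gave 0.693 with an SD of 0.210 between the 3 pairs, a gap within that SD, which 0d-3 enlarges. Without 0d-3 the value was 0.739, a single pair with no SD, so that its gap was not weighed against a spread. The other alternatives set before the data were examined left larger gaps. Chosen after seeing the values, the units in all 8 libraries without leaders gave 0.731 and the 13 miRNAs only gave 0.612. The share of the 10 largest units was 27.3% at 0 days and from 15.0 to 26.1% at the later stages. The paper gives more than 87.25% for the 10 most abundant miRNAs. The unified set held 33 units against the paper's 13, and 1 unit was among the 10 largest at all stages against the paper's 7. None of the alternatives that were run closed these 3 gaps.

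The mean share of miR-148a-3p over the 6 stages was 7.40% against the paper's 71.87%, and none of the alternatives set before the data were examined closed the gap. Relative to the counts of the 13 miRNAs, chosen after seeing the values, it was 64.1%, and 67.7% when the 0d-3 library was also left out. At 0 days the share was 4.69% against about 62% in Fig. 3C, read by eye, at 3 days 4.23% against about 66% in Fig. 3C, at 7 days 10.9% against about 73% in Fig. 3C, at 14 days 5.71% against about 75% in Fig. 3C, at 21 days 12.5% against about 76% in Fig. 3C and at 28 days 6.39% against about 79% in Fig. 3C. As a share of the 13 miRNAs, chosen after seeing the values, it was 43.1% at 0 days, 70.5% at 3 days, 75.4% at 7 days, 63.4% at 14 days, 69.5% at 21 days and 62.9% at 28 days, each less than 1.5 times away from the value read in Fig. 3C.

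The paper gives miR-148a-3p the top rank at all 6 stages. Here it ranked 1 at 5 stages and 2 at 0 days, where it ranked 212 in 0d-3. Without the tags that begin with a leader, chosen after seeing the values, it ranked 1 at all 6 stages, but 211 in 0d-3. After 22 nt, the paper orders the lengths as 23, 24 and 21 nt, whereas here the means were 11.0, 10.5 and 12.5%, within 1 SD of each other. Without 0d-3 they were 10.4, 10.8 and 8.92%, with 21 nt last. Among the tags of the 13 miRNAs, chosen after seeing the values, they were 14.7, 9.31 and 2.15%, the paper's order. The paper describes a rise of miR-148a-3p over lactation in its Fig. 4, which also holds q-PCR values not analysed here. In this re-analysis the share of all kept tags at 14 and 28 days lay below that of 7 and 21 days. The means lay in the same order without leaders (16.8 against 20.4%) and among the 13 miRNAs (63.2 against 72.5%). Read length and leader share also differ between these 2 pairs of libraries. The paper describes 2 branches of colostrum and mature milk, whereas here 0d-3 formed a branch alone, and the 2 branches were obtained over the units detected in all 8 libraries without 0d-3, a setting chosen after seeing the data. Over the units detected in any library without 0d-3, 3 days formed a branch alone.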

Other observations

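The tests of explanations in this part were chosen after the results were seen, except the count of splits without 0d-3, which was fixed before it was run.

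Most of the 12 miRNAs other than miR-148a-3p had a higher share of the kept tags in colostrum. In this total, which includes the tags with a leader, the tally rests on the 0d-3 library, since without it the number was 0 of 12. Leaders made up from 70.4 to 75.5% of the kept tag counts of the other 3 colostrum libraries, from 34.3 to 68.9% in mature milk and 0.0673% in 0d-3, so that the shares of this total move with the leaders too. Among the tags without a leader, 12 of the 12 were higher in colostrum without 0d-3, so that 0d-3 is not needed for the direction there. As 8 of the 35 splits of the 7 libraries gave all 12 in 1 direction, that tally does not decide whether anything beyond 0d-3 separates the classes. In the total of all kept tags, the number was still 11 with miR-148a-3p left out. This test could move little, since miR-148a-3p took 0.0231% of that total in 0d-3 and at most 12.5% elsewhere. Relative to the counts of the 13 miRNAs, 12 of the 12 were higher, and 5 with miR-148a-3p left out of that total. Shares of the 12 alone have a fixed sum, so that they cannot all be higher. In that total a part of the lower miR-148a-3p share is therefore not excluded. A biological difference between the sows or between the milk classes stays open as untested.

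Without 0d-3, 336 units differed between the 3 other colostrum libraries and the 4 mature milk libraries, all lower in colostrum, and 1 of 35 splits of these 7 libraries gave as many, the real one. With all 8 libraries, 0 units differed, and 22 of the 35 splits gave as many units with an unadjusted p under 0.05. The second largest number among the 35 splits of the 7 libraries was 8, for 3, 7 and 21 days against the others, a split that keeps the 2 libraries of 36-nt reads together. By units with an unadjusted p under 0.05, that split gave 4326 and the real one 3803. The 2 libraries of 36-nt reads are both mature milk, so that a part of the difference may come from them. Among the libraries of 40-nt reads without 0d-3, 3 of colostrum and 2 of mature milk, 155 of 23289 units differed, all lower in colostrum, so that the libraries of 36-nt reads do not account for every difference. With 0d-3 included, 0 of 25329 units differed among the libraries of 40-nt reads. With tags with a leader left out and without 0d-3, 416 of 6365 units differed, 415 of them lower in colostrum. These comparisons are a hypothesis, since the library was set aside after its values were seen.

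The miR-148a-3p share of the kept tags was higher at 7 and 21 days than at 14 and 28 days by a mean of 5.65 percentage points. The first 2 libraries have 36-nt reads and the last 2 have 40-nt reads, and read length cannot be told apart from stage with 1 library per stage. Relative to the counts of the 13 miRNAs, the difference was 9.27 percentage points. Among the kept tags without a leader it was 3.55 percentage points, with means of 20.4 and 16.8%, while the 3 colostrum libraries other than 0d-3 lay from 17.3 to 24.6%. Leaders made up 49.8 and 34.3% of the kept tag counts at 7 and 21 days and 68.9 and 58.1% at 14 and 28 days, so that the leader share also differs between these libraries.

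Behind a leader, miR-148a-3p took from 9.69 to 13.0% of the counts of the 13 miRNAs in the 5 libraries of 40-nt reads other than 0d-3, and from 62.8 to 70.4% of these counts in the tags without a leader. At 14 days the library correlated with 0d-1 and 0d-2 at 0.786 and 0.821 over the units detected in all 8 libraries, against 0.789 and 0.793 for the 3 day library. Over the same units the correlation of 14 days with the other mature milk libraries went from 0.809 to 0.834.

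The 4 exogenous sequences that the paper used in its stability experiment had 0 counts among the kept tags of all 8 libraries. Tags seen 10 times or fewer are not kept, so that lower counts are not excluded.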
